A study of Homo sapiens with 4 samples. Its data were reported in "The alanyl-tRNA synthetase AARS1 moonlights as a lactyltransferase to promote YAP signaling in gastric cancer" (2024).

How the data were processed

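RNA was measured by sequencing in HGC27, an established human gastric cancer cell line, after culture in glucose-free medium or in glucose-free medium with 25 mM lactate for 24 h. Each condition had 2 samples, numbered 1 and 2 in the labels. The authors deposited a single table of 60666 rows with a value in TPM, a length-scaled share of transcripts, for each of the 4 libraries. TPM divides the reads of a gene by its length and by the library's total, so a value is a share of the library and keeps no record of sequencing depth. The submitters' processing notes name RSEM 1.3.3, which estimates transcript abundance, and the genome build hg38. The aligner, the gene annotation and whether counting used strand are not given in the sources used here. The deposited TPM values have 2 decimals, and the columns summed to between 995439 and 996089. The depth of each library is therefore unknown, and no interval for counting error was computed.

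The design fixed before the data were examined allowed for read counts or for normalized values. Since the table holds TPM, the form written for normalized values was used and no count model was fitted. TPM values were transformed as log2(TPM + 1), and rows with a mean of at least 1 TPM over the 4 libraries were kept, which left 15051 rows. Differences were tested with limma 3.58.1 in R 4.3.3, with the group as the only term and a variance prior that follows mean expression. Two-sided p-values were adjusted by the Benjamini-Hochberg method over all tested rows, and an adjusted p under 0.05 was called changed. Fold changes are lactate over no glucose on the log2(TPM + 1) scale, which understates the change of low genes, and errors are standard errors from the model (SE). Group levels are mean TPM ± SD of 2 libraries. Values were simulated for 15051 genes with the spread of this comparison. The test recovered 51% of genes changed by 1 on the log2 scale and 89% of those changed by 2. Of its calls, 3.45% were false. The 200 changed genes were drawn from better expressed rows only, and genes varied independently with spreads drawn from the model's own prior. These rates therefore hold for such values and may not hold for these libraries.

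A set of 33 gene lists holding 713 genes was fixed before the data were examined. All 713 genes were found in the table, 1 of them under another symbol. Where several rows shared a symbol, the row with the highest mean TPM was used for the lists. Each list was tested against the other genes with limma's camera, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the 33 lists. The same test was run with the correlation estimated from the data and on ranks. With an estimated correlation the test uses only the 2 residual degrees of freedom of the fit. A list can therefore fail that form without its members being correlated. Genes named in the text were chosen by a rule fixed in advance. It takes the genes followed by the study, and the 10 largest rises and 10 largest falls among called genes in the upper 50% of mean expression whose groups did not overlap, leaving out rows without a gene symbol. It also takes, from each list described, up to 4 members with the smallest adjusted p in the direction most called members moved and up to 2 in the other. Names made from a clone identifier were treated as no symbol. Some genes that the rule takes are not reported here. Coordinates are those of GENCODE release 29 on GRCh38, which is the same assembly as hg38, and 57848 rows could be placed in it.

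Alternatives planned in advance were a replicate block, leaving out each library, a pseudocount of 0.1, no filter on low values, an added log2 fold change of at least 1, an adjusted p under 0.01, and both other forms of the list test. Those planned for read counts or for deposited comparison columns were not run, because the values are TPM. Median-ratio scaling, removal of mitochondrial genes with rescaling, protein-coding genes only and a filter at a mean of 5 TPM were added after seeing the data. The labels do not say whether the 2 samples of a condition were separate cultures, so p-values measure only the spread between these samples, which may be technical.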

Results

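To examine how lactate acts on transcription when glucose is absent, RNA from HGC27 cells, a human gastric cancer line, was sequenced after culture in glucose-free medium (no glucose, n = 2) or in the same medium with 25 mM lactate for 24 h (lactate, n = 2). The study addressed whether lactate activates genes controlled by the Hippo pathway, a kinase cascade that restrains the coactivator YAP and its TEAD partners. Values are in TPM, and depth is unknown. The libraries listed 25764 and 23272 rows above 0 without lactate and 25075 and 23457 with lactate. Across genes, log2 values correlated at 0.97 within each condition and between 0.95 and 0.96 across conditions.

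Lactate raised the YAP-TEAD targets CCN1 and CCN2, which encode secreted matrix proteins also known as CYR61 and CTGF. CCN1 (NCBI gene 3491, chromosome 1, 85580761 to 85583962) was at 13.2 ± 0.523 TPM without and 34.3 ± 0.460 TPM with lactate (SD, n = 2), a log2 fold change of 1.31 ± 0.10 (SE, adjusted p = 0.0244). CCN2 (NCBI gene 1490, chromosome 6, 131948176 to 131951373) went from 2.19 ± 0.0212 to 6.38 ± 0.658 TPM, a log2 fold change of 1.21 ± 0.17 (adjusted p = 0.0335). AARS1 (NCBI gene 16, chromosome 16, 70252295 to 70289543), which charges tRNA with alanine, rose by 0.44 ± 0.08 on the log2 scale, from 159.4 ± 2.55 to 216.3 ± 2.22 TPM (adjusted p = 0.0460). The AARS1 call ended under median-ratio scaling (log2 fold change 0.40, adjusted p = 0.0592). All 3 calls ended without a filter on low values (adjusted p between 0.108 and 0.120) and whenever 1 library was left out (adjusted p between 0.110 and 0.285), while their log2 fold changes stayed between 0.42 and 1.35.

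**Figure D1:**
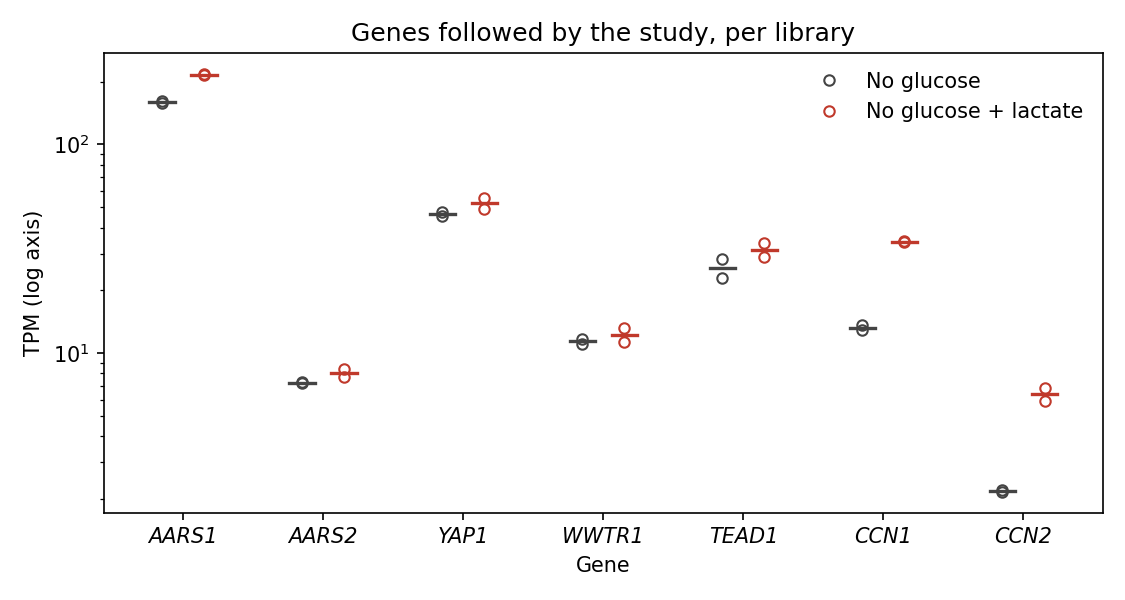
TPM on a log axis for 7 genes followed by the study, with a circle for each library and a bar for the mean of 2 libraries per condition. Both lactate libraries lie above both no-glucose libraries for CCN1, CCN2, AARS1, AARS2, YAP1 and TEAD1, and the conditions overlap for WWTR1. The conditions lie close together for AARS2, YAP1 and WWTR1. Groups did not overlap in 58.4% of all tested rows.

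Of the 18 tested genes that the study followed, 3 rose, none fell and 15 did not pass the test. Adjusted over the list alone, 4 rose. YAP1 was at 46.6 ± 1.48 TPM without and 52.2 ± 4.53 TPM with lactate (adjusted p = 0.387). WWTR1, which encodes TAZ, had a log2 fold change of 0.09, and the mitochondrial synthetase AARS2 one of 0.13. Among the TEAD factors the log2 fold changes were 0.28 for TEAD1, 0.28 for TEAD2, 0.52 for TEAD3 (adjusted p = 0.0701) and -0.04 for TEAD4. The deacylase SIRT1 was at 0.01, the acetyltransferase EP300 at -0.13, and the importins KPNA1, KPNA3, KPNA4 and KPNA6 at -0.01, -0.11, -0.03 and 0.17. The exporter XPO1 was at -0.19 and the proliferation marker MKI67 at 0.11. ATP4B, a parietal cell gene, was listed at 0 in all 4 libraries. This list was taken from genes the study followed, so its direction is not independent evidence.

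YAP-TEAD targets as a list, which holds CCN1 and CCN2 that the study followed, shifted upward against the other genes (median log2 fold change 0.53, adjusted p = 0.00102, camera). The call was lost with adjusted p = 0.421 with an estimated correlation. Of 19 tested members, 5 rose, 1 fell and 13 did not pass; adjusted over the list alone, 10 rose and 1 fell. MYOF rose from 8.20 ± 0.325 to 16.6 ± 0.488 TPM and CCDC80 from 37.4 ± 8.08 to 73.1 ± 0.297 TPM, whereas FJX1 fell by 0.92 on the log2 scale. None of the 31 components of the Hippo pathway itself passed the test in limma, over all genes or adjusted over the list alone. Of them, 5 had an unadjusted p under 0.05, a smaller share than the 4249 of all 15051 tested rows. The median of the 31 components was 0.15 (adjusted p = 0.280, and adjusted p = 0.727 with an estimated correlation). The study named this pathway from its own data, so the list is not independent of it.

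Over all 15051 tested rows, 992 changed, of which 706 rose and 286 fell. The median log2 fold change of all tested rows was 0.083. The list tests compare with the other genes and not with 0, so list medians are to be read against that value. Of the rows that changed, 310 did so by at least 1 on the log2 scale, 261 upward and 49 downward. Groups did not overlap in 58.4% of tested rows, against 33.3% by chance. These counts depended on the filter, on the rows tested and on having all 4 libraries. Protein-coding genes only gave 2074 calls, and an adjusted p under 0.01 left 1. No row passed without a filter on low values, where 5072 had an unadjusted p under 0.05. With 1 library left out few rows passed. The fit then has 1 residual degree of freedom, so fewer samples cannot be told apart from dependence on particular libraries. Without the second no-glucose library there were 0 calls, with 2396 rows at an unadjusted p under 0.05, and without the first there were 9. Without the first and the second lactate library there were 10 and 3.

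Among well expressed genes, the metallothioneins MT1X and MT2A, which bind zinc and copper, were among the 10 largest rises. MT1X rose from 193.4 ± 44.0 to 1199.7 ± 42.3 TPM (log2 fold change 2.64 ± 0.16, adjusted p = 0.0205) and MT2A from 753.8 ± 144.9 to 2801 ± 153.1 TPM (1.90 ± 0.14, adjusted p = 0.0219). The stress-induced secreted factors GDF15 and FGF21 rose by 2.09 ± 0.16 and 2.02 ± 0.12 on the log2 scale. RRAS (1.87), IL32 (1.78), the xenobiotic oxidase CYP1A1 (1.77), ATP8B3 (1.68) and the kinase GSK3B (1.66) followed, all with adjusted p between 0.0205 and 0.0352. The small nucleolar RNA SNORA40 was listed at 0 in both no-glucose libraries and at 106.4 and 52.3 TPM with lactate. The largest falls were in SNORA5A, listed at 20.1 and 140.7 TPM without lactate and at 0 in both libraries with it, and in ADI1, an enzyme of methionine salvage, which fell from 92.5 ± 4.21 to 25.7 ± 2.38 TPM. PRKAR1B, a regulatory subunit of protein kinase A, fell by 1.77 ± 0.12 and the splicing factor SRSF6 by 1.10 ± 0.11 on the log2 scale. FABP5P7 (-1.49), SERF1B (-1.33), PIGW (-1.19), DDN (-1.16), ALG1 (-1.13) and IMMP1L (-1.12) also fell. Metallothioneins, SERF1B and the pseudogene FABP5P7 have near-identical copies in the genome, so their values are uncertain. SNORA40 and SNORA5A are short, and TPM divides by length, so few reads can give them a high value. Their read numbers are unknown, so both changes are uncertain too.

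Of 30 genes of DNA replication and S phase, 14 fell and 16 did not pass, and 24 fell adjusted over the list alone. All 30 had a log2 fold change below 0, with a median of -0.53. UHRF1, which maintains DNA methylation, went from 94.1 ± 2.31 to 45.2 ± 3.32 TPM, the flap endonuclease FEN1 from 119.97 ± 5.11 to 66.0 ± 3.82 TPM, and GINS2 and MCM3, parts of the replicative helicase, fell by 0.99 and 0.65 on the log2 scale. The list differed from the other genes (adjusted p = 4.2e-18), with adjusted p = 0.421 with an estimated correlation. None of the 30 genes of G2 and mitosis passed over all genes, and 7 rose adjusted over the list alone. Their median was 0.28 and 28 lay above 0 (adjusted p = 0.00289, and adjusted p = 0.543 with an estimated correlation). BUB1 went from 38.3 to 52.9 TPM (adjusted p = 0.0554) and AURKB from 94.8 to 125.8 TPM (adjusted p = 0.0569). The shift of the mitosis list lost its call without the first no-glucose library (adjusted p = 0.0646). Replication-dependent histones had a median of -0.21, with 1 of 16 members, H2BC12, fallen in both forms of adjustment (adjusted p = 0.0389, and adjusted p = 0.421 with an estimated correlation). The histone list was not called without a filter (adjusted p = 0.0560), under median-ratio scaling (0.0713), or without the second no-glucose (median -0.13, adjusted p = 0.105) or second lactate library (0.126). With a filter at 5 TPM its median was -0.54.

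**Figure D2:**
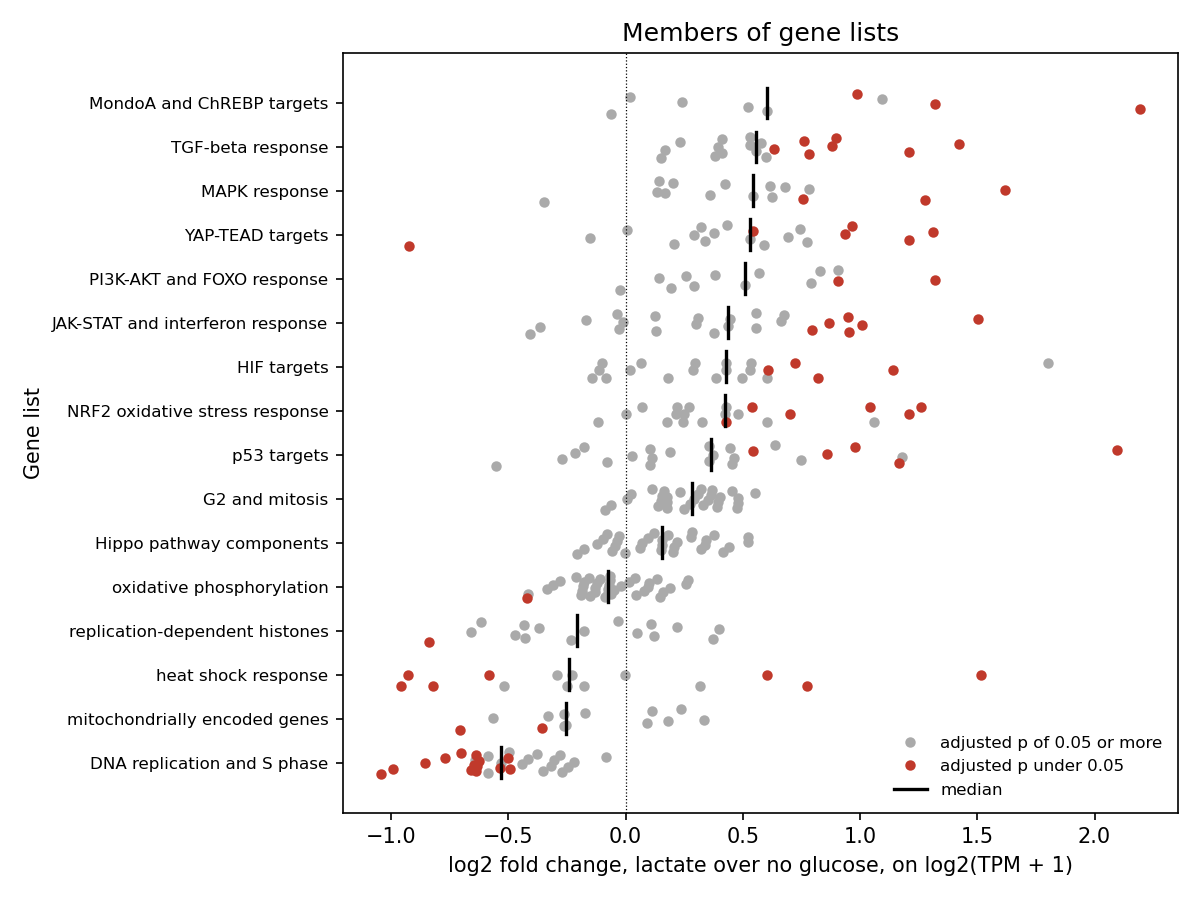
Log2 fold change of each tested member, lactate over no glucose, for the 15 lists called with a preset correlation and the Hippo pathway components. Each point is a gene, coloured by whether its adjusted p was under 0.05, and the black bar is the list's median, which runs from -0.53 for replication genes to 0.60 for MondoA and ChREBP targets.

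Several signalling and stress lists shifted upward. In the TGF-beta response, all 19 members lay above 0 (median 0.56), 7 rose and 12 did not pass, and 13 rose adjusted over the list alone (adjusted p = 4.4e-06, and adjusted p = 0.421 with an estimated correlation). CDKN2B, a cell cycle inhibitor, went from 4.505 ± 0.219 to 11.7 ± 0.573 TPM, and ID2 from 73.3 to 137.6 TPM. In the NRF2 oxidative stress response, 6 of 21 members rose, or 12 adjusted over the list alone (median 0.43, adjusted p = 3.7e-05, and adjusted p = 0.421 with an estimated correlation). SRXN1, which repairs peroxiredoxins, rose by 1.21 on the log2 scale. Of 24 p53 targets, 5 rose, and 11 rose and 1 fell adjusted over the list alone (median 0.36, adjusted p = 0.0112, and adjusted p = 0.421 with an estimated correlation). The cell cycle inhibitor CDKN1A went from 5.82 ± 0.0566 to 14.3 ± 0.877 TPM. Without the first lactate library this list was not called (adjusted p = 0.0640).

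Among MAPK response genes, 3 of 15 rose, or 8 with 1 fall adjusted over the list alone, with a median of 0.54 (adjusted p = 0.00520, and adjusted p = 0.421 with an estimated correlation). IER3 rose by 1.62, FOS by 1.28 and JUNB by 0.75. Of 23 JAK-STAT and interferon genes, 6 rose, or 8 adjusted over the list alone, with PIM1 up by 1.50 and STAT3 by 0.80 (median 0.44, adjusted p = 0.00748, and adjusted p = 0.493 with an estimated correlation). Of 13 genes of the PI3K-AKT and FOXO response, 2 rose, FBXO32 by 1.32 and BCL6 by 0.91, or 3 adjusted over the list alone (median 0.51, adjusted p = 0.00520, and adjusted p = 0.421 with an estimated correlation). FBXO32 also belongs to the MondoA and ChREBP targets. Whether PI3K-AKT activity rose or fell was not tested and cannot be read from this list's direction. Of 21 HIF targets, 4 rose, or 9 adjusted over the list alone, with P4HA2, a collagen prolyl hydroxylase, up by 1.14 (median 0.43, adjusted p = 0.00676, and adjusted p = 0.493 with an estimated correlation). Medians of these lists moved with the setting. That of HIF targets was 0.24 without the first no-glucose library and that of the MAPK response 0.35 without a filter. The median of the PI3K-AKT and FOXO response was 0.31 without the second lactate library and 0.79 with a filter at 5 TPM, where that of the JAK-STAT list was 0.66. All stayed called at the preset correlation in those settings.

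Metabolic lists moved unevenly. TXNIP, which restrains glucose uptake, went from 1.67 ± 0.156 to 11.2 ± 0.693 TPM, a log2 fold change of 2.19 ± 0.15 (adjusted p = 0.0219). It was 1 of 3 of the 9 MondoA and ChREBP targets that rose, or 5 adjusted over the list alone (median 0.60, adjusted p = 0.00779, and adjusted p = 0.421 with an estimated correlation). Of 20 glycolysis genes, 4 rose and 2 fell, or 5 and 3 adjusted over the list alone, and the list was not called (adjusted p = 0.433). ENO2, SLC2A3, ALDOC and HK1 rose by 1.06, 1.08, 0.83 and 0.76, whereas HK2 fell by 0.72 and LDHA, which interconverts pyruvate and lactate, fell from 1052 ± 79.8 to 651.1 ± 74.4 TPM. Oxidative phosphorylation shifted downward by a median of -0.07, with ATP5PB alone fallen of 37 members and none adjusted over the list alone (adjusted p = 0.0150, and adjusted p = 0.493 with an estimated correlation). That call ended without the first no-glucose library (median -0.019, adjusted p = 0.136) or the second lactate library (adjusted p = 0.186), and the median was -0.12 under median-ratio scaling. Of 13 mitochondrially encoded genes, MT-CO3 and MT-ND1 fell and 11 did not pass; adjusted over the list alone, 3 fell and 1 rose (median -0.26, adjusted p = 0.0389, and adjusted p = 0.421 with an estimated correlation). That list was not called on ranks (adjusted p = 0.102), without a filter on low values (0.0560), with a filter at 5 TPM (0.0620), without the first no-glucose library (median -0.14, adjusted p = 0.0647) or without the second lactate library (0.160). Protein-coding mitochondrial transcripts made up 12.045% and 12.7% of the no-glucose libraries and 11.1% and 11.2% of the lactate libraries. MT-ATP8 weighed heavily in these shares, at 33855 ± 5010 TPM without and 22937 ± 3866 TPM with lactate (adjusted p = 0.0933). Of the 13 genes, 8 lay below 0 and 5 above, so the lower share was not a general fall.

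The heat shock response split. HSPA8, an abundant constitutive chaperone, fell from 2084 ± 91.9 to 1071 ± 37.2 TPM, and HSPE1, DNAJA1 and HSPH1 fell by 0.82, 0.93 and 0.58, whereas HSPA1B rose by 1.52 and DNAJB1 by 0.60. HSPA1B shares nearly all of its sequence with HSPA1A, so its value is uncertain. Over the list, 3 members rose, 4 fell and 7 did not pass; adjusted over the list alone, 3 rose and 6 fell. The median was -0.24 (adjusted p = 0.0119, adjusted p = 0.493 with an estimated correlation, adjusted p = 0.0754 on ranks, and adjusted p = 0.0560 without a filter on low values).

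The other lists were not called at the preset correlation with all 4 libraries and the 1 TPM filter on all rows, unscaled. The nearest were the mitochondrial aminoacyl-tRNA synthetases (adjusted p = 0.0578), where CARS2 alone of 17 fell in both forms of adjustment, and the ATF4 amino acid and stress response (adjusted p = 0.0944), where 5 of 29 rose, among them PCK2 (0.82), PPP1R15A (0.96) and TRIB3 (0.82). In that list 8 rose and 1, ATF5, named after its values were seen, fell adjusted over the list alone. Of 20 cytosolic aminoacyl-tRNA synthetases, AARS1 alone passed the test, or 2 adjusted over the list alone, all upward (adjusted p = 0.821 for the list). SARS1 (log2 fold change 0.37, adjusted p = 0.0554) and WARS1 (0.76, adjusted p = 0.0713) missed the threshold over all genes. In this list 10 members lay above 0 and 10 below. Of 25 genes of cholesterol synthesis, 4 rose, among them HMGCS1, SREBF2 and INSIG1, and ACAT2 fell, or 6 and 3 adjusted over the list alone (adjusted p = 0.333). Of 26 genes of lysosome and autophagy, 3 rose, WIPI1, GABARAPL1 and CTSB, or 8 adjusted over the list alone (adjusted p = 0.333). None of the 32 cytosolic ribosomal protein genes passed in limma, over all genes or over the list alone (adjusted p = 0.435 for the list). In the markers of other cell types, 18 of 20 lay below the filter, and the list was not called (adjusted p = 0.874). The list of genes the study followed was not called either (adjusted p = 0.202). Some of these lists were called at the preset correlation in another setting. The mitochondrial synthetases were called under median-ratio scaling (adjusted p = 0.0365), with protein-coding genes only (0.0485) and without the second lactate library (0.0420). Without a filter on low values, the ATF4 (adjusted p = 0.00940), Notch (0.0427) and NF-kB (0.0427) responses and the genes the study followed (0.0461) were called.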

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

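Median-ratio scaling, removal of mitochondrial genes, protein-coding genes only and the 5 TPM filter were chosen after seeing the data. All 992 called genes kept their direction under median-ratio scaling. Without a filter and with the replicate block their fold changes are unchanged by construction. With a pseudocount of 0.1 the direction could not turn, because the groups of all called genes did not overlap. Of 155 genes chosen by the naming rule besides AARS1, CCN1 and CCN2, 91 were called, and between 89 and 91 of them lost their call when 1 library was left out, as did all 91 without a filter. With 1 library left out, the lone sample of its condition is assumed to vary like the other group, and the fit has 1 residual degree of freedom. The calls then numbered between 0 and 10, with between 0 and 8 rises and between 0 and 7 falls, which follows from fewer samples. Log2 fold changes lay between 0.42 and 0.45 for AARS1, 1.12 and 1.2996 for CCN2, and 1.27 and 1.35 for CCN1, none past the threshold, and between 12 and 14 lists were called. Without a filter there were 0 calls (0 up, 0 down) over 30146 rows, and the log2 fold changes of AARS1, CCN2 and CCN1, at 0.44, 1.21 and 1.31, were not called. Median-ratio scaling gave 813 calls (509 up, 304 down), of which 62.6% rose against 71.2%, and took AARS1 to 0.40 and out of the calls. Protein-coding genes only gave 2074 calls (1504 up, 570 down), and a 5 TPM filter 442 falls. The cause of these was not tested. Adding a log2 fold change of at least 1 left 310 (261 up, 49 down), and an adjusted p under 0.01 left 1 (0 up, 1 down), as 991 of the 992 lay above 0.02. With an estimated correlation 0 of 33 lists were called, with 2 at an unadjusted p under 0.05, and on ranks 13 were. YAP-TEAD targets and the NRF2 response lost their calls with estimated correlations of -0.015 and -0.00058, below the preset 0.01. For them the loss did not come from a higher correlation. For other lists the estimate was higher, as for the replication list at 0.12. That form uses 2 residual degrees of freedom, so it cannot tell correlated members from few samples. Depth is unknown, so what it limits could not be given.

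With the replicate number as a block, 1207 genes were called (881 shared) and 14 lists, all among the 15 called without it. The replication-dependent histones were the list not called then (adjusted p = 0.0642). Deviations of same-numbered samples correlated at 0.035 over 2 pairs, so the numbers were not taken as pairs.

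Some values near 0, none called in either setting, changed direction, and the cause was not tested. For lists this is the direction of the test against the other genes, and the value given is the median. That direction turned without a filter for cytosolic synthetases (-0.0072) and histone enzymes (0.042). For lactate and pyruvate handling it turned with a pseudocount of 0.1 (0.077), median-ratio scaling (0.035) and mitochondrial genes removed (0.063). It also turned for that list with protein-coding genes only (0.075) and the 5 TPM filter (0.040). For other cell types it turned with the block (0.058) and without a filter (-0.055). Of these medians, only that of other cell types without a filter changed sign itself. SIRT1 turned to -0.027 under median-ratio scaling and -0.00051 with mitochondrial genes removed. With 1 library left out, ranges were -0.084 to 0.18 for lactate and pyruvate handling, -0.012 to 0.089 for histone lactylation and acetylation enzymes, 0.050 to 0.14 for cytosolic ribosomal proteins, -0.24 to 0.36 for other cell types, -0.012 to 0.20 for WWTR1, -0.14 to 0.066 for TEAD4, -0.16 to 0.18 for SIRT1, -0.11 to 0.078 for KPNA1, -0.24 to 0.015 for KPNA3 and -0.081 to 0.019 for KPNA4.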

Other observations

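The tests of the heat shock, scaling and cycling explanations were chosen after the results were seen, and that of SLC30A1 before its value was seen. Lists not described above held scattered changes. The Wnt antagonist DKK1 rose from 5.36 ± 0.240 to 14.4 ± 0.0566 TPM, 1 of 2 of 13 Wnt response genes that rose with BMP4, or 3 adjusted over the list alone, while the list was not called (adjusted p = 0.700). NFKB2 rose by 1.23 in the NF-kB inflammatory response, where 2 of 8 rose and 1 fell adjusted over the list alone (adjusted p = 0.115 for the list) and NOTCH3 by 0.56 in the Notch response, where it alone of 13 rose in both forms of adjustment (adjusted p = 0.128 for the list). In fatty acid synthesis, ACSS2, which makes acetyl-CoA from acetate, rose by 1.26 and ELOVL6 by 1.03, and 3 of 13 rose adjusted over the list alone (adjusted p = 0.808 for the list). IDH2 rose by 0.56 in the TCA cycle, alone of 20 in both forms of adjustment (adjusted p = 0.629 for the list), and CALR fell by 0.40 among 19 ER chaperones, of which 2 fell adjusted over the list alone (adjusted p = 0.514 for the list). Of 24 enzymes of histone lactylation and acetylation, HDAC7, HDAC5 and SIRT6 rose by 0.75, 0.67 and 0.53, and 3 rose adjusted over the list alone (adjusted p = 0.976 for the list). In lactate and pyruvate handling, PCK2 rose and LDHA fell of 25 members, or 1 and 2 adjusted over the list alone (adjusted p = 0.997 for the list). The median, mean and test differed in sign for the cytosolic synthetases, ER chaperones, glycolysis, TCA cycle and histone enzymes.

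MT-RNR2, a mitochondrial ribosomal RNA chosen after its values were seen, rose from 6179 ± 107.5 to 11402 ± 648.2 TPM (adjusted p = 0.0244), while MT-RNR1 was at 2307 ± 52.3 and 2107 ± 81.7 TPM (adjusted p = 0.317).

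The metallothioneins MT1X and MT2A rose with lactate. A response to metal through the factor MTF1 would also raise the zinc exporter SLC30A1, which had a log2 fold change of 0.62 ± 0.13, from 13.1 ± 0.799 to 20.7 ± 2.001 TPM, with adjusted p = 0.0525. That value lies on the side such a response needs but misses the threshold, so it stays open. A heat shock response through HSF1 could raise them too, and the heat shock list had a median of -0.24 with members going both ways, which leaves this open as well. Lactate itself, the difference named by the design, was not separated from a change in the medium.

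In the replication list 14 of 30 genes fell, and the list's call was lost with adjusted p = 0.421 with an estimated correlation. Scaling of the libraries is argued against, since the median of the list was -0.57 under median-ratio scaling and -0.53 without it. A lower share of cycling cells would lower the mitosis list too, and its median was 0.28, with quartiles of 0.16 and 0.39 and 28 of 30 members above 0, which argues against it as the whole cause. These predictions were set after the results were seen, so they are not independent tests. The upward shift of the mitosis list was itself not called with an estimated correlation (adjusted p = 0.543), and the difference between both lists was not tested. A change in the time cells spend in each phase, or regulation of the replication genes alone, may remain and was not tested.

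Among called rows with a known type, 17 of the 25 that changed beyond 4-fold were not protein-coding (68.0%), against 7.08% of the 961 that changed less. The protein-coding rows beyond 4-fold included MT1X, TXNIP, GDF15 and FGF21. Of all called rows, 20 were listed at 0 in a whole condition.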
